A study of Mus musculus with 8 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

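Paneth cells, the granular epithelial cells at the base of small-intestinal crypts that secrete antimicrobial proteins, were purified by fluorescence-activated sorting from wild-type mice (WT) and from transgenic mice whose Paneth cells express diphtheria toxin (DT TG). There were 4 libraries per group and 8 in all. Per the labels, total RNA was extracted and libraries were made with a stranded mRNA kit. The study's sorting gate kept cells that were CD24-high, Kit-positive and of medium to high side scatter, and removed cells with endothelial, blood or erythroid surface markers.

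The authors deposited 1 table of raw counts per gene, whole numbers with Ensembl gene identifiers and 1 column per library, not pooled. For its own mapping the study aligned reads with STAR to GRCm39 with a GENCODE annotation, but whether this table was made that way is not given in the sources used here, nor is how reads that match several genes were counted. Names and positions were taken from GENCODE mouse release 39 on GRCm39 through the gene identifiers. Of 55414 identifiers, 54749 had a name there, and at most 0.015% of the counts of any library lay on identifiers without one. Total counts ranged from 13107397 to 16218434 per library. A floor of 3 counts corresponds to 0.185 to 0.229 CPM, a library's counts scaled to a common total. Shares of a single library have 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

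DT TG was compared with WT by edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM scaling, the filterByExpr filter, robust estimation and group as the only term. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Every adjusted p of a single gene comes from this test unless another tool is named. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. CPM values are TMM scaled and given as mean ± SD over 4 libraries. Shares of all gene counts were compared by a two-sided exact permutation test over 70 assignments, whose smallest p is 0.0286, with scipy 1.17.1 in Python 3.11.15. The labels do not say whether libraries of a group come from separate mice, but the study describes its samples as taken from individual animals, and they were treated so.

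There were 25 gene lists. They covered alpha-defensins, other Paneth secretory products, Paneth identity, stem, proliferation, goblet, enteroendocrine, tuft, enterocyte, immune and stromal or blood markers. They also covered MHC class II, the unfolded protein response and protein folding, the integrated stress response, interferon response, inflammation, p53 and apoptosis, immediate early and heat shock genes, the diphtheria toxin target pathway, regeneration, Notch, zinc and metallothionein, autophagy, glycolysis and mitochondrially encoded genes. Lists were tested with camera (limma 3.58.1, preset correlation 0.01, on log2 CPM with a prior count of 2), again with an estimated correlation, and with fry. Atf3, Dll4, Spink4 and Xbp1 each stand in a pair of lists.

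Genes named in the text followed a rule. It took the 10 largest rises and 10 largest falls among genes past the threshold with at least 5 CPM in the higher group and no overlap between groups, leaving out symbols that are only clone or model names. It added up to 4 members of each list with the smallest p, 19 genes named in advance, and the 10 most abundant genes of WT. Some genes that this rule names are not reported here. Any other gene is said to have been chosen after its values were seen. Groups, tests, lists, this rule and the first set of alternatives below were fixed before the data were examined.

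Alternatives fixed at that point were DESeq2 size factors, library size alone and factors from genes other than alpha-defensins in place of TMM; no filter, or at least 1 CPM in at least 4 libraries; DESeq2 1.42.0 and limma voom; no robust estimation; the replicate number as a block; each library left out in turn; an adjusted p under 0.01; and other scales, denominators and gene sets for the shares. Alternatives chosen after seeing the data were a term for replicates 1 and 2 against 3 and 4, either of these sets alone, and removal of each library's trend of expression with exon length (lowess span 0.3). Differences between medians of lists in the closing part were tested by permuting genes, which takes genes as independent, and, chosen after seeing the data, also per library on log2 CPM centred per gene by an exact permutation of the 8 libraries.

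The tests were tested on simulated data drawn with the real means and library sizes and the trend of spread with expression. Genes were drawn independently of each other, and 200 were changed, against 2136 called in the data. For DT TG against WT over 11805 genes, edgeR recovered 56.7% of genes changed 1.5-fold, 91.0% of those changed 2-fold and 98.5% of those changed 4-fold, and 6.29% of its calls were false. With no gene changed it called 1 gene. A planted length trend gave 1411 calls, and 0 after the length correction. Camera found a planted list of 20 genes (adjusted p = 7.82e-26) and called 0 random lists, and fry found it too (adjusted p = 1.38e-05) and called 1 random list. The correlation within the real lists was estimated at -0.12 to 0.96. These simulated lists therefore do not give the rate of false calls for the real ones.

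Libraries of a group differed by more than sampling noise in every pair (chi-square per degree of freedom 5.20 to 43.2, over genes with at least 10 counts in the pair), so none looked like a duplicate of another. Each was counted as a separate sample.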

Results

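Gene expression was measured in purified small-intestinal Paneth cells of 4 DT TG and 4 WT libraries, with 13107397 to 16218434 counts per library. The labels describe the transgenic line by depletion of mature Paneth cells, so the comparison asks how the transcriptome of the cells recovered by the sort differs between the lines. The 2 most abundant genes in both groups encode Paneth cell products. Lyz1, which encodes lysozyme, took 18.1% ± 1.74 (SD, n = 4) of counts in DT TG and 15.8% ± 0.885 in WT. Defa24, an alpha-defensin at chromosome 8, 22224506 to 22225490 (GRCm39, ENSMUSG00000064213), took 12.5% ± 0.548 and 13.0% ± 1.23. The 10 most abundant genes of each library held 47.1% to 56.1% of its counts.

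Of 11929 genes tested, 2136 changed, 985 higher and 1151 lower in DT TG, and 359 changed more than 2-fold. Changed genes made up 17.91% of those tested, and the counts of list members below are to be read against that share. Of changed genes with at least 5 CPM in the higher group and no overlap between groups, the largest rises included Pdk4, which restrains pyruvate oxidation, at 14.9 ± 10.4 CPM in DT TG and 0.208 ± 0.171 in WT (log2 fold change 6.16, SE 1.28, adjusted p = 0.0236; chromosome 6, 5483097 to 5496339, ENSMUSG00000019577). Also among the 10 largest rises of these genes were Slc25a34 (log2 3.38), Apoa4 (log2 2.79), Enpep, Acot2, Pex5l, Calcrl and Acot1 (log2 2.00), of which Acot1 and Acot2 encode acyl-CoA thioesterases. The largest falls of these genes were those of Plet1 (log2 -4.95, SE 0.56, adjusted p = 5.73e-04), Serpina10 (log2 -4.47), Retnlb (log2 -3.93) and Fut2 (log2 -3.36), the last an intestinal fucosyltransferase. Plet1 in DT TG (0.173 ± 0.0800 CPM) lay below the floor of 0.185 to 0.229 CPM and Pdk4 in WT lay within it. The sizes of these 2 changes are therefore uncertain. Podxl, Ceacam10, Reg3g, Mfsd2a, Wfikkn2 and Cd177 fell by log2 -2.90 to -2.51.

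Of the genes named above, 5 lost the call when single libraries were left out. For Pdk4 (adjusted p 0.0543 to 0.0645) this held for any library except DT TG replicates 3 and 4, and for Apoa4 (0.0632 to 0.109) for any except DT TG replicates 2 and 3. Serpina10 (0.0594 to 0.108) lost it without any DT TG library or without WT replicate 1, Fut2 (0.0670 to 0.113) without any DT TG library or without WT replicate 1 or 2, and Podxl without DT TG replicate 2 (0.0643) or 3 (0.0560).

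The groups did not overlap in 2625 genes, 22.0% of those tested, where chance gives 2.86%. Leaving out DT TG replicate 1 gave 1083 changed genes (533 higher, 550 lower) and leaving out DT TG replicate 2 gave 1055 (485 higher, 570 lower). Scaling by library size alone shifted the median log2 fold change of all genes from 0.01 to 0.12 and gave 1049 changed genes, of which 75.0% were higher, against 46.1% with TMM. Directions of small changes are therefore relative to TMM scaling.

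Replicates 1 and 2 of both groups held 64.6 to 374 CPM of Xist, the RNA that silences an X chromosome in female cells, and no counts of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d. Replicates 3 and 4 held 17.3 to 34.2 CPM of Ddx3y and at most 0.133 CPM of Xist. The lower end of the first range was WT replicate 1, and the other 3 libraries of that set held 319 CPM or more. A term for replicates 1 and 2 against 3 and 4 gave 2116 changed genes, 2010 of them among the 2136. Replicates 1 and 2 alone gave 1138 and replicates 3 and 4 alone 217, with 2 libraries per group in each. These fits were chosen after seeing the data. All 2136 genes had the same sign in both sets, as genes selected on all 8 libraries tend to.

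Summed over the counts assigned to them, 2 groups of Paneth cell products did not differ past the test. With 4 libraries per group this does not show equal levels. Alpha-defensins took 27.7% ± 1.15 (SD, n = 4) of counts in DT TG and 29.7% ± 3.36 in WT (exact permutation p = 0.371). In single libraries this share ran from 26.2% (95% interval 26.1% to 26.2%) to 33.9% (33.8% to 33.9%), both ends in WT. In replicates 1 and 2 it was 28.9% and 28.1% in DT TG and 33.9% and 27.96% in WT, and in replicates 3 and 4 it was 26.3% and 27.3% against 26.2% and 30.7%. The other Paneth secretory products took 26.4% ± 1.70 and 25.7% ± 1.28 (exact permutation p = 0.6). Within replicates 1 and 2 these were 26.0% and 25.02% against 26.7% and 25.1%, and within 3 and 4 they were 25.7% and 28.9% against 24.2% and 26.8%. Neither difference exceeded the spread between libraries. Lyz1 alone took 18.1% of all counts in DT TG and 15.8% in WT, the larger part of the share of other secretory products. How reads that match several alpha-defensin copies were counted is not given, so the alpha-defensin share is too low if they were left out.

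**Figure D1:**
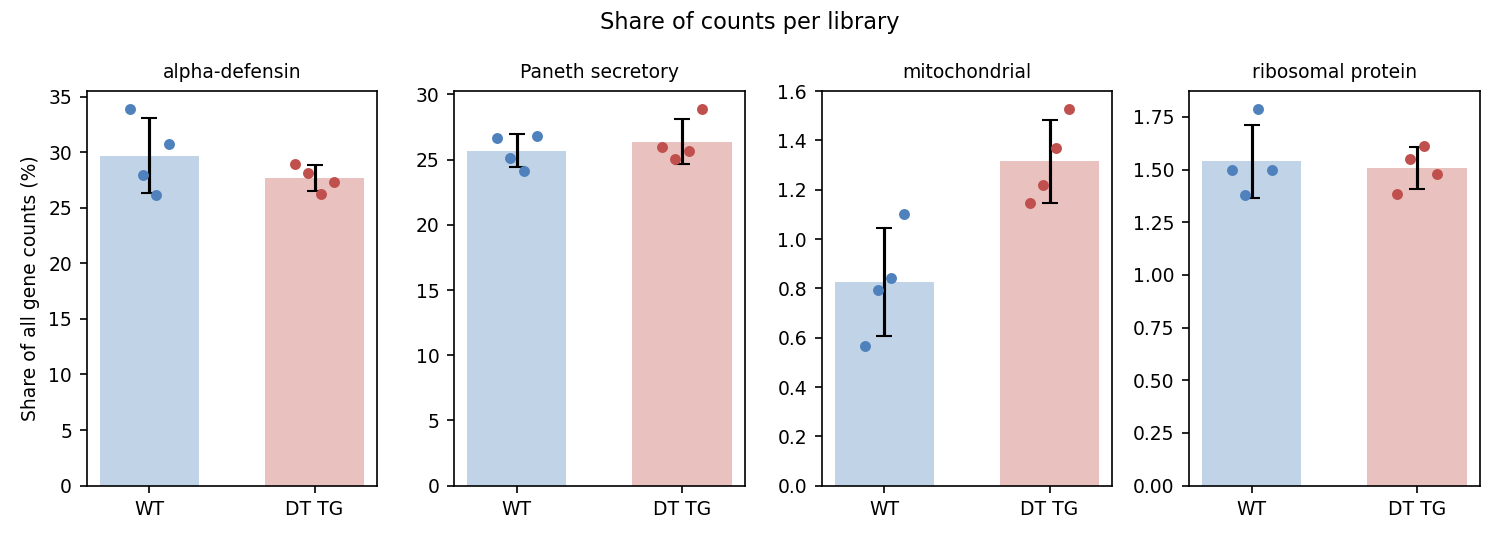
Share of all gene counts (%) per library for 4 gene groups, WT in blue and DT TG in red. Bars show means, error bars SD and points the 4 libraries of a group. The mitochondrial share is 1.31% ± 0.169 in DT TG and 0.826% ± 0.219 in WT, with no overlap.

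Single Paneth products moved apart. Reg3g, a lectin that acts on Gram-positive bacteria, fell from 3896 ± 1855 to 578.1 ± 101 CPM (log2 -2.75, SE 0.38, adjusted p = 0.00347; chromosome 6, 78443246 to 78445859, ENSMUSG00000030017). Mptx2, a mucosal pentraxin, fell from 15340 ± 4185 to 6032 ± 1075 CPM (log2 -1.35, SE 0.20, adjusted p = 0.00116; chromosome 1, 173101949 to 173105344, ENSMUSG00000079180). Mmp7, the protease that activates mouse pro-defensins, fell by 0.59 on the log2 scale (SE 0.15, adjusted p = 0.0179) and Ang4 by 0.57 (SE 0.18, adjusted p = 0.0370). Of 15 secretory genes 4 fell and 0 rose by edgeR, and 6 fell adjusted over the list alone. Lyz1 (log2 0.07, SE 0.21) and Itln1 (log2 -0.10, SE 0.18) did not pass. The camera test placed the list lower (adjusted p = 0.00691), with adjusted p = 0.676 with an estimated correlation. Mmp7 did not pass without DT TG replicate 2 (0.0587), which left 2 genes of the list. Ang4 did not pass without DT TG replicate 1, 2 or 3 or WT replicate 1, 2 or 4 (0.0628 to 0.115).

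Of 20 alpha-defensin genes tested, 4 fell and 0 rose, and the same 4 counted adjusted over the list alone. Defa34 fell from 1946 ± 572 to 978.5 ± 98.8 CPM (log2 -0.99, SE 0.17, adjusted p = 0.00254). Defa41 (log2 -1.20, SE 0.29), Defa5 (log2 -0.46, SE 0.14) and Defa35 (log2 -0.61, SE 0.19) also fell. The abundant members did not pass: Defa24 had log2 -0.19 (SE 0.20), Defa30 -0.28 (SE 0.20), Defa39 -0.21 (SE 0.20), Defa21 -0.36 (SE 0.19), Defa38 -0.15 (SE 0.19) and Defa22 -0.31 (SE 0.19). The list median was -0.30, or -0.16 with scaling by library size alone (camera adjusted p = 0.00424, adjusted p = 0.719 with an estimated correlation), while all 45 Defa genes summed gave log2 -0.24 (SE 0.20, adjusted p = 0.414). Values of single copies are uncertain, since near-identical genes share reads, and Defa2, Defa20, Defa23, Defa31, Defa32, Defa33, Defa36 and Defa37 held at most 6 counts in any library. Leaving out DT TG replicate 1, DT TG replicate 2 or WT replicate 4 left 1 falling alpha-defensin, and leaving out DT TG replicate 3 or WT replicate 1 left 2. Defa41 lost the call without the first 3 of these libraries (0.0574 to 0.0841), Defa5 (0.0617 to 0.110) and Defa35 (0.0609 to 0.119) without these 5 or DT TG replicate 4.

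**Figure D2:**
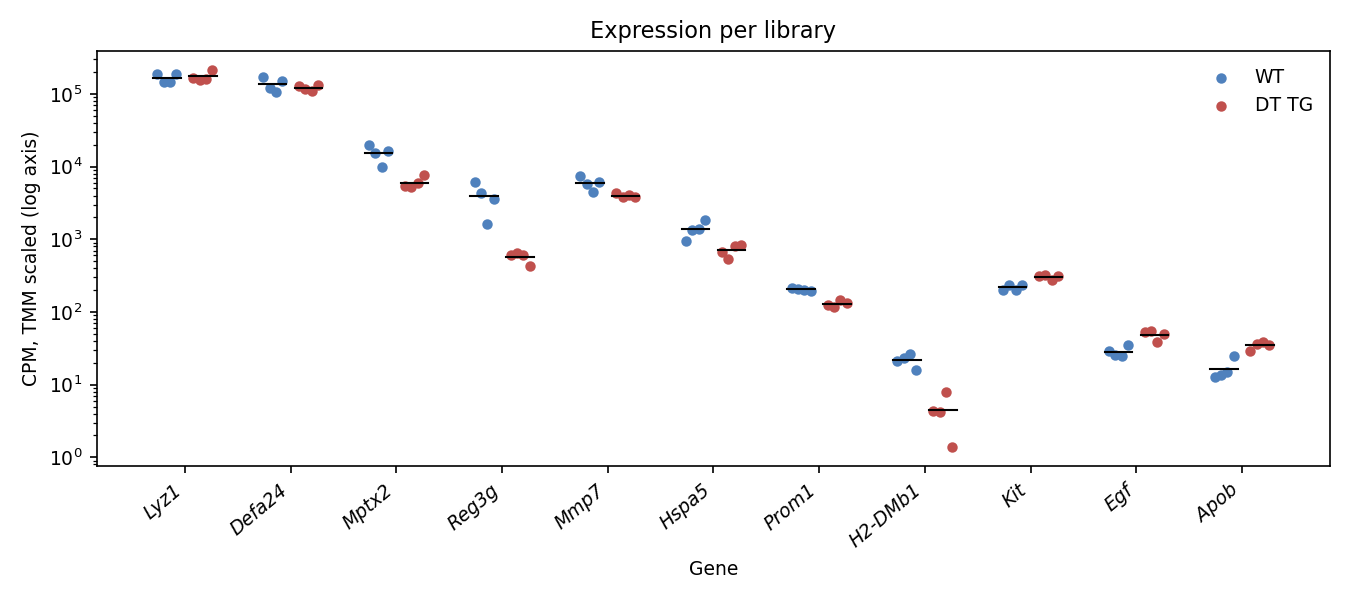
Expression of 11 genes per library in TMM-scaled CPM on a log axis, WT in blue and DT TG in red, with a line at each group mean. Lyz1 and Defa24 overlap between groups, while Reg3g and Mptx2 lie lower and Kit and Egf higher in all 4 DT TG libraries.

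Markers of Paneth identity went both ways. Egf, a growth factor of the crypt niche, rose from 28.5 ± 4.56 to 48.9 ± 7.03 CPM (log2 0.78, SE 0.13, adjusted p = 0.00180), and Kit, a receptor that the sorting gate selects on, from 217 ± 17.5 to 304 ± 19.8 CPM (log2 0.48, SE 0.09, adjusted p = 0.00352). The Wnt receptor gene Fzd5 rose by log2 0.42 (adjusted p = 0.0132). Cd24a, the other surface marker of the gate, fell by 0.40 on the log2 scale (SE 0.12, adjusted p = 0.0300). Atoh1, the transcription factor of secretory cells, had log2 -0.21 (SE 0.12, adjusted p = 0.238). Of 14 genes 3 rose and 1 fell, and 3 rose and 3 fell adjusted over the list alone (camera adjusted p = 0.670). Fzd5 lost the call without DT TG replicate 2 (0.0542), and Cd24a without DT TG replicate 1, 2 or 3 or WT replicate 1 or 4 (0.0518 to 0.0930). The falling genes numbered 0 without DT TG replicate 1, 2 or 3 or WT replicate 1, 2 without DT TG replicate 4 and 3 without WT replicate 3.

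Stem cell genes also divided. Prom1 fell from 205 ± 8.23 to 130 ± 13.7 CPM (log2 -0.65, SE 0.09, adjusted p = 7.51e-04) and Smoc2 by 0.35 on the log2 scale (SE 0.09, adjusted p = 0.0139). The Wnt target Axin2 (log2 0.52, SE 0.12, adjusted p = 0.0107) and Slc12a2 (log2 0.41, SE 0.10, adjusted p = 0.0137) rose, as did Rnf43 (log2 0.37, adjusted p = 0.0178), chosen after its values were seen. Lgr5, which marks crypt base stem cells, had log2 -0.07 (SE 0.12, adjusted p = 0.725). Of 15 genes 3 rose and 2 fell, and 4 rose and 2 fell adjusted over the list alone (camera adjusted p = 0.509). Of 24 proliferation genes edgeR called 0, with 4 at an unadjusted p under 0.05, and DESeq2 and voom called 1 each; without WT replicate 3 it called 5. Mki67 was at 89.7 ± 4.24 CPM in DT TG and 65.8 ± 23.0 in WT (log2 0.44, SE 0.21, adjusted p = 0.182). The camera adjusted p of that list was 0.209.

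Enterocyte markers were higher in DT TG. Alpi, intestinal alkaline phosphatase, rose from 0.799 ± 0.668 to 4.75 ± 2.09 CPM (log2 2.56, SE 0.47, adjusted p = 0.00463), Apob by log2 1.07 (SE 0.18, adjusted p = 0.00310) and Mttp by 0.59 (SE 0.12, adjusted p = 0.00570), both of lipoprotein assembly. Of 16 genes 8 rose and 0 fell by edgeR, DESeq2 and voom called 12 each, and 13 rose adjusted over the list alone. All 16 had a positive fold change, with a median of log2 1.68 (camera adjusted p = 7.12e-07, adjusted p = 0.673 with an estimated correlation). Their summed level was low in both groups, at 604.6 CPM in DT TG and 420 CPM in WT.

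Markers of other secretory cells moved less uniformly. Of 17 goblet genes 1 rose and 2 fell, and 1 rose and 3 fell adjusted over the list alone (camera adjusted p = 0.224). Retnlb, a goblet protein that acts on bacteria and worms, fell from 52.7 ± 25.8 to 3.38 ± 1.27 CPM (log2 -3.93, SE 0.49, adjusted p = 0.00384), and the chemokine gene Ccl9 by 0.98 on the log2 scale (SE 0.16, adjusted p = 0.00262). Ramp1 rose by log2 0.46 (adjusted p = 0.00403), while Muc2, the main intestinal mucin, had log2 -0.15 (SE 0.16, adjusted p = 0.558). Of 8 enteroendocrine genes Nkx2-2 rose (log2 0.72, SE 0.18, adjusted p = 0.0136) and Tac1 fell (log2 -3.49, SE 0.89, adjusted p = 0.0287), the same numbers adjusted over the list alone (camera adjusted p = 0.670). Tac1 was at 0 to 0.0704 CPM in the DT TG libraries other than replicate 3, below the floor, so the size of its fall is uncertain. Chga was at 0.999 ± 1.34 CPM in DT TG and 3.31 ± 3.08 in WT (adjusted p = 0.316). Of 14 tuft genes Ptgs1 rose (log2 1.74, SE 0.33, adjusted p = 0.00362), also 1 adjusted over the list alone (camera adjusted p = 0.460), and Dclk1 had log2 0.04 (SE 0.44). Of 23 immune genes 1 could be tested, Lyz2, which did not pass (log2 0.43, SE 0.39, adjusted p = 0.484; 0 at an unadjusted p under 0.05 and 0 by DESeq2 and voom; camera adjusted p = 0.690), and none of 16 stromal and blood genes was expressed enough for a test. Nkx2-2 lost the call without DT TG replicate 1 (0.0519) and Tac1 without DT TG replicate 1 or 2 or WT replicate 1 or 3 (0.0534 to 0.0854), which left 0 genes in that direction, and without WT replicate 1, 2 enteroendocrine genes rose.

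Of 20 genes of protein folding in the endoplasmic reticulum and its stress response 11 fell and 0 rose. Hspa5, the main chaperone of this compartment, went from 1385 ± 374 to 707 ± 139 CPM (log2 -0.97, SE 0.19, adjusted p = 0.00661), Manf fell by 0.88 (SE 0.16, adjusted p = 0.00443), Dnajb9 by 0.83 (SE 0.13, adjusted p = 0.00139) and Calr by 0.68 (SE 0.14, adjusted p = 0.00500) on the log2 scale. Adjusted over the list alone 13 fell (camera adjusted p = 6.31e-05, adjusted p = 0.673 with an estimated correlation). The sensors Ern1 (log2 0.23, SE 0.10) and Ern2 (log2 0.13, SE 0.11) and the transcription factor Xbp1 (log2 0.00, SE 0.12) did not pass. The sensor Atf6, chosen after its values were seen, had log2 -0.27 (SE 0.10, adjusted p = 0.0850) and passed only adjusted over the list alone (adjusted p = 0.0337). The falling genes numbered 4 without DT TG replicate 1, 5 without DT TG replicate 2, 6 without WT replicate 4 and 6 with scaling by library size alone, and 1 gene rose without WT replicate 2.

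Of 17 genes of the integrated stress response, the amino acid and translation stress pathway, Atf3 (log2 -0.75, SE 0.22, adjusted p = 0.0286) and Psat1, of serine synthesis (log2 -1.35, SE 0.32, adjusted p = 0.0309), fell, also 2 adjusted over the list alone, and Ddit3 had log2 -0.18 (SE 0.19). The camera adjusted p was 0.0533. Atf3 did not pass without DT TG replicate 1, 2 or 4 or WT replicate 3 (0.0543 to 0.0931) and Psat1 without DT TG replicate 1 or 3 or WT replicate 1 or 2 (0.0586 to 0.0811). The list had 1 falling gene without DT TG replicate 2, 3 or 4 or WT replicate 1 or 2, and 1 rising gene without DT TG replicate 4.

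MHC class II genes, which present antigen to T cells, were lower in DT TG. H2-DMb1 fell from 21.6 ± 4.30 to 4.44 ± 2.65 CPM (log2 -2.25, SE 0.40, adjusted p = 0.00914) and H2-Aa from 77.2 ± 23.8 to 15.6 ± 12.03 CPM (log2 -2.28, SE 0.60, adjusted p = 0.0482). Ciita, their transcriptional activator, had log2 -1.85 (SE 0.54, adjusted p = 0.0526) and H2-Ab1 -1.80 (SE 0.51, adjusted p = 0.0577). By edgeR 2 of 7 genes fell, by DESeq2 and by voom 7, and 7 fell adjusted over the list alone (camera adjusted p = 6.31e-05, adjusted p = 0.673 with an estimated correlation). H2-Aa lost the call without any library other than DT TG replicates 3 and 4 (0.0724 to 0.136), which left 1 gene, and without DT TG replicate 3, 6 genes fell.

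Interferon response genes fell in part. Zbp1, a nucleic acid sensor, fell from 19.2 ± 3.91 to 10.99 ± 1.30 CPM (log2 -0.81, SE 0.15, adjusted p = 0.00269), Oas1a fell by 0.52 on the log2 scale (SE 0.16, adjusted p = 0.0331) and Bst2 fell by 0.46 (SE 0.15, adjusted p = 0.0426). Of 13 genes 4 fell and 0 rose, and 6 fell adjusted over the list alone (camera adjusted p = 5.34e-04, adjusted p = 0.673 with an estimated correlation). Leaving out DT TG replicate 1 or 2 left 2. Oas1a did not pass without DT TG replicate 1, 2 or 4 or WT replicate 1 or 2 (0.0596 to 0.106), and Bst2 without DT TG replicate 1, 2 or 3 or WT replicate 1, 3 or 4 (0.0559 to 0.127). With scaling by library size alone 1 gene fell, Zbp1.

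Of 12 inflammation genes 1 rose and 4 fell, the same numbers adjusted over the list alone (camera adjusted p = 0.0929). Nos2, inducible nitric oxide synthase, fell by 0.95 on the log2 scale (SE 0.22, adjusted p = 0.0105), the epithelial oxidase Duox2 by 0.47 (SE 0.12, adjusted p = 0.0175), its maturation factor Duoxa2 by 1.35 (SE 0.41, adjusted p = 0.0451) and Nfkbia by 0.31 (SE 0.08, adjusted p = 0.0177). None of these 4 passed with scaling by library size alone. With DT TG replicate 2 left out, 2 fell: Nfkbia lost the call there and without DT TG replicate 1 (0.0542 to 0.0552), and Duoxa2 there and without DT TG replicate 4 or WT replicate 1, 2 or 3 (0.0521 to 0.105). The gene that rose was Relb, of the NF-kappa B family (log2 0.35, SE 0.11, adjusted p = 0.0463), chosen after its values were seen. Leaving out any library other than WT replicate 1 left 0 rising genes.

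Glycolysis genes were lower and mitochondrially encoded genes higher. Slc2a1, a glucose transporter, fell by 0.89 (SE 0.15, adjusted p = 0.00217), Hk2, a hexokinase, by 0.73 (SE 0.11, adjusted p = 0.00108), Pgk1 by 0.39 (adjusted p = 0.0197) and Aldoa by 0.37 (adjusted p = 0.0194) on the log2 scale. Of 13 genes 6 fell and 0 rose, and 9 fell adjusted over the list alone (camera adjusted p = 2.06e-04, adjusted p = 0.673 with an estimated correlation). Leaving out DT TG replicate 1 or 2, or scaling by library size alone, left 2, and Pgk1 (0.0708 to 0.0813) and Aldoa (0.0699 to 0.0768) did not pass without either of these libraries.

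Mitochondrially encoded genes took 1.31% ± 0.169 (SD, n = 4) of counts in DT TG and 0.826% ± 0.219 in WT, with all 4 DT TG libraries above all 4 WT libraries, and 1.15% and 1.22% against 0.566% and 0.793% in replicates 1 and 2 and 1.37% and 1.53% against 0.844% and 1.10% in replicates 3 and 4 (exact permutation p = 0.0286, the smallest this design allows; adjusted over 4 shares 0.114). Of 7 genes tested 3 rose, mt-Co1 by log2 0.60 (SE 0.19, adjusted p = 0.0415), mt-Nd5 by 0.58 (SE 0.18, adjusted p = 0.0411) and mt-Cytb by 0.56 (SE 0.18, adjusted p = 0.0445), and 5 rose adjusted over the list alone (camera adjusted p = 0.0126, adjusted p = 0.676 with an estimated correlation). Each of these 3 calls was lost without any library other than WT replicate 4 (0.0600 to 0.108), which left 0 genes, and 6 rose without WT replicate 4. Ribosomal protein genes took 1.51% ± 0.0986 and 1.54% ± 0.174 (exact permutation p = 0.8), with no separation in either set of replicates.

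**Figure D3:**
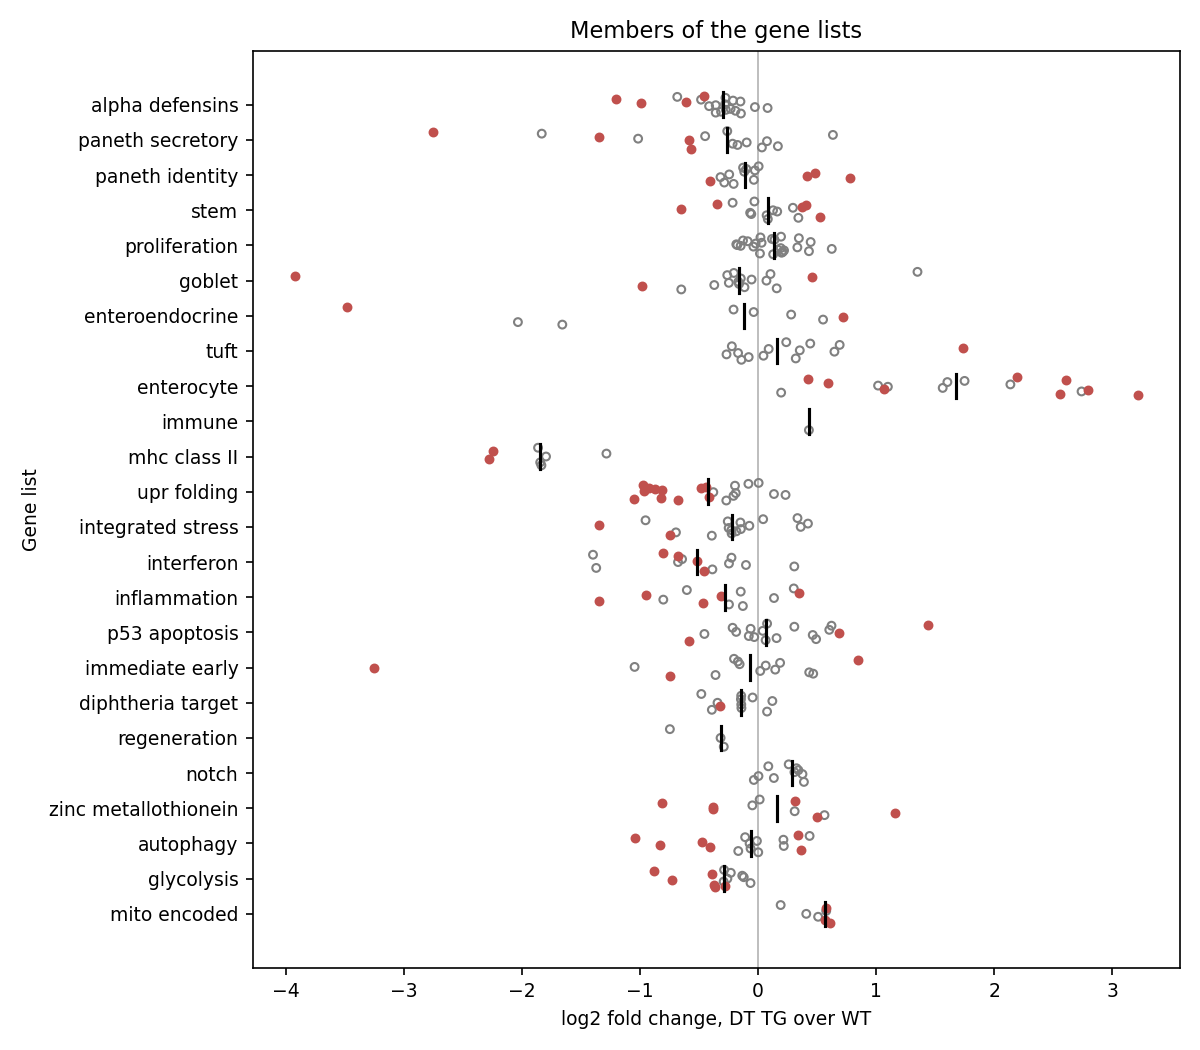
Log2 fold change of DT TG over WT for the tested members of 24 gene lists. Filled red points passed the test across all genes, open points did not, and short black bars mark list medians. The enterocyte median is 1.68 and the MHC class II median -1.85.

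Zinc handling and autophagy genes went both ways. Slc39a4, a zinc importer, fell by 0.81 on the log2 scale (SE 0.13, adjusted p = 0.00162), Slc30a7 by 0.38 (adjusted p = 0.0158) and Slc30a5 by 0.38 (adjusted p = 0.0184), while Slc30a1, a zinc exporter, rose by log2 1.16 (SE 0.22, adjusted p = 0.00380). Mt1, a metallothionein (log2 0.50), and Slc39a5 (log2 0.31), chosen after their values were seen, also rose. Of 10 zinc genes 3 rose and 3 fell, and 4 rose and 3 fell adjusted over the list alone (camera adjusted p = 0.670). Irgm1 fell by 0.83 (SE 0.11, adjusted p = 5.87e-04), Lamp2 by 0.48 (adjusted p = 0.0127) and Gabarap by 0.41 (adjusted p = 0.0159), and Ulk1, which starts autophagy, rose by log2 0.33 (adjusted p = 0.0202), with Atg7 rising (log2 0.36) and Nod2 falling (log2 -1.04) among those chosen after their values were seen. Of 15 autophagy genes 2 rose and 4 fell, and 3 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.509). Slc30a7 (0.0558 to 0.0612) and Gabarap (0.0595 to 0.0617) lost the call without DT TG replicate 1 or 2, Slc30a5 (0.0588 to 0.0712) without these or WT replicate 4, and Ulk1 without DT TG replicate 1 (0.0720). Leaving out DT TG replicate 1 or 2 left 1 falling zinc gene and 2 falling autophagy genes. There was 1 rising zinc gene without DT TG replicate 2 or 3 or WT replicate 2. Rising autophagy genes numbered 0 without DT TG replicate 1 and 1 without DT TG replicate 2 or 4 or WT replicate 2.

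Genes of the toxin's own pathway changed little. Diphtheria toxin inactivates elongation factor 2 at a diphthamide residue made by the Dph enzymes. Eef2 was at 1739 ± 65.5 CPM in DT TG and 1797 ± 140 in WT (log2 -0.05, SE 0.11, adjusted p = 0.794). Of 11 genes Dph3 fell (log2 -0.33, SE 0.10, adjusted p = 0.0327), also 1 adjusted over the list alone (camera adjusted p = 0.0967). Dph3 did not pass without DT TG replicate 1, 2 or 4 or WT replicate 1 or 4 (0.0557 to 0.111), which left 0 genes.

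Of 18 p53 and apoptosis genes Trp53inp1 (log2 1.44, SE 0.35, adjusted p = 0.0321) and Gadd45a (log2 0.68, SE 0.20, adjusted p = 0.0275) rose and Aen fell (log2 -0.58, SE 0.11, adjusted p = 0.00393), the same numbers adjusted over the list alone (camera adjusted p = 0.427). Of 14 immediate early and heat shock genes Nr4a1 rose (log2 0.85, SE 0.18, adjusted p = 0.00610) and Atf3 and Hspa1b (log2 -3.26, SE 0.89, adjusted p = 0.0434) fell, the same numbers adjusted over the list alone (camera adjusted p = 0.670). Trp53inp1 lost the call without DT TG replicate 1, 2 or 4 or WT replicate 1 or 2 (0.0554 to 0.0894), Gadd45a without DT TG replicate 2 or 4 or WT replicate 1, 2 or 4 (0.0568 to 0.0840) and Hspa1b without any DT TG library or WT replicate 3 (0.0729 to 0.122). Rising p53 and apoptosis genes numbered 1 without DT TG replicate 1 and 0 without DT TG replicate 2 or 4 or WT replicate 1 or 2. Falling immediate early genes numbered 0 without DT TG replicate 1, 2 or 4 or WT replicate 3, 1 without DT TG replicate 3 and 4 without WT replicate 1.

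Regeneration and Notch genes gave no call by edgeR with all 8 libraries. Of 3 regeneration genes edgeR called 0, with 1 at an unadjusted p under 0.05, and DESeq2 and voom called 0; without DT TG replicate 4 it called 1. S100a6 had log2 -0.75 (SE 0.28, adjusted p = 0.0767; camera adjusted p = 0.3503 for the list). Of 10 Notch genes edgeR called 0, with 3 at an unadjusted p under 0.05, and DESeq2 and voom called 0; without DT TG replicate 1 or WT replicate 3 it called 1. Dll1 had log2 0.39 (SE 0.14, adjusted p = 0.0726) and Jag1 0.38 (SE 0.16, adjusted p = 0.121; camera adjusted p = 0.107 for the list). Across the 24 lists with a tested gene camera called 8 with the preset correlation and 0 with an estimated one, with 0 at an unadjusted p under 0.05, and fry called 0 for change in 1 direction, with 8 at an unadjusted p under 0.05. For change in either direction fry called 16 lists, among them autophagy (adjusted p = 1.44e-06), goblet (1.87e-05), zinc (2.54e-05) and stem (2.14e-04), whose members went both ways. This form of fry asks whether members change at all, not whether they change more than other genes. Since 17.91% of all tested genes changed, these calls do not set the lists apart from other genes.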

Values the study reported

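The study drew on 148 samples of sorted Paneth cells and counted 28 alpha-defensin genes that code for protein in the mouse genome. In a typical experiment, pooled from C57BL/6J mice, it reported that Defa genes made up 85.19% of all mRNAs in TPM. Defa24 was the most highly expressed member.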

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

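Of the tests in this part, those of enterocyte markers, of gene length and of replicates 1 and 2 against 3 and 4 were chosen only after the result was seen, and that of other splits of the libraries was not.

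A library stood far from the other 3 of its group in 17 of 264 groups looked at, where chance gives about 1 in 20 groups, or 13.2. In DT TG replicate 3 these included Cd177 at 20.4 CPM, Tac1 at 0.903, Sh2d6 at 13.4, Ltc4s at 1.92 and, lower than the others, Trp53inp1 at 117 CPM. In DT TG replicate 4 they were Pcsk1 at 24.6, Nr4a1 at 18.8, Defa21 at 24234 and Defa22 at 25610 CPM. In WT replicate 3 they were Axin2 at 84.7, Chgb at 24.025, H2-Aa at 112.6 and, lower, Ang4 at 11077 CPM. In WT replicate 4 they were Enpep at 3.42 and, lower, Irgm1 at 36.4 CPM, and in WT replicate 1 Nfkbia at 48.8 CPM.

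The fall of Fut2 differed between replicates 1 and 2, where it was log2 -5.13, and replicates 3 and 4, where it was -1.10 (interaction 4.26 in edgeR, adjusted p = 0.0456). Over all tested genes 3 passed this test and 684 had an unadjusted p under 0.05. The other genes, chosen after their values were seen, were Socs3 (log2 -2.90 and -1.32) and Scin (log2 -0.12 and 2.58), each with adjusted p = 0.0456.

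The count of changed genes is the first pattern. Of 35 splits of the 8 libraries into 4 and 4, 1 gave 2136 genes or more, the real one, and the highest other gave 8. That other split set replicates 1 and 2 of both groups against 3 and 4. A share of 1 in 35 is the smallest that these splits can give, so they argue against chance at that level only. The other splits mix the groups, so a real difference widens their spread and lowers their counts. Removing each library's trend with exon length left 2223 genes, 2017 of them among the 2136, which argues against gene length as the whole source. An effect of the transgene remains a hypothesis, with the mice's keeping, litter and time of sampling left open.

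Higher enterocyte markers are the second pattern. A lower share of Paneth cells, made up by other cell types alike, would raise goblet, enteroendocrine and tuft markers too. The enterocyte median lay 1.757 above that of these 3 lists (1.68 against -0.08 over 39 genes, permutation of genes, p = 1e-04, the smallest 10000 draws give). Taken per library it lay 1.81 above (SE 0.41, exact permutation p = 0.0286, the smallest this design allows). The enterocyte list had camera adjusted p = 0.673 with an estimated correlation. The difference argues against a rise of all these cell types alike, but not against a lower Paneth share made up mainly by enterocytes. Goblet genes, summed at 14421 CPM in DT TG and 16807 in WT, were also too high for a small gain to show. Enterocytes carried through the gate, which should remove them, would bring mostly Fabp1, Fabp2, Apoa1, Rbp2 and Apoa4. These took 39.75% of the gain of 184.9 CPM, between the bounds set for and against, so carry-over and expression by the sorted cells cannot be told apart for these genes. An effect of the transgene on the sorted cells may also contribute and was not tested.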

How the results depend on the processing

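The fits of replicates 1 and 2 or 3 and 4 alone, the term for this division and the length correction were chosen only after the result was seen. Of 127 named genes tested 80 passed, of which 37 kept direction and call in all alternatives fixed in advance and 15 also in those added later; none changed sign. An adjusted p under 0.01 ended 41 of these calls by construction; setting it aside, 40 kept the call in the alternatives fixed in advance and 51 in those with all 8 libraries. Scaling by library size alone ended 21, leaving out DT TG replicate 1 or 2 ended 30 and 31, replicates 1 and 2 alone ended 24, replicates 3 and 4 alone ended 60 and the DESeq2 test ended 0. Of 1100 list counts compared 208 moved over 1.5 times, 86 of them with 1 library left out and 23 at an adjusted p under 0.01. With 3 or 2 libraries in a group, calls are lost partly because fewer samples are used.

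Leaving out 1 library gave 1055 to 2228 changed genes, 485 to 1045 higher and 550 to 1183 lower. Library size alone gave 1049 changed and 262 lower; its higher scale in DT TG follows from leaving out the TMM factors. An adjusted p under 0.01 gave 755 changed, 337 higher, 418 lower and 202 over 2-fold, by construction. Replicates 1 and 2 alone gave 1138 changed, 500 higher and 638 lower, and replicates 3 and 4 alone 217 changed, 113 higher, 104 lower and 103 over 2-fold, from 2 libraries per group. Fold changes of these sets correlated across genes with r = 0.672, over genes that are not independent replicates.

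Of the gene lists, 8 passed camera, 0 with an estimated correlation, 0 in fry for 1 direction and 16 in fry for either direction. With the replicate block the first 3 of these were 10, 0 and 0. All Defa genes summed to 1 feature gave log2 -0.2411 (adjusted p = 0.414), weaker than the list's camera call; the cause was not tested.

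The difference in mitochondrial share was 0.402 to 0.580 percentage points without 1 library, with exact p = 0.0571 throughout, the smallest that 3 against 4 allows. The alpha-defensin share differed by -3.19 to -0.621 without 1 library (exact permutation p 0.171 to 0.743). The Paneth secretory share differed by -0.180 with alpha-defensins out of the denominator, and by -0.128 to 1.154 without 1 library. The ribosomal protein share differed by -0.0870 to 0.0491 without 1 library. The cause of these shifts was not tested.

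These genes, none past the test, changed sign, and the cause was not tested. Without 1 library the ranges in log2 were -0.0422 to 0.1407 for Lyz1, -0.2016 to 0.0042 for Itln1, -0.1494 to 0.0364 for Lgr5, -0.2592 to 0.0465 for Muc2, -0.3388 to 0.3096 for Dclk1, -0.0553 to 0.1153 for Xbp1 and -0.2600 to 0.0021 for Defa38. Library size alone gave 0.0366 for Itln1, 0.0481 for Lgr5 and 0.0744 for Eef2. Dclk1 had -0.0660 by voom, -0.0293 with the replicate block, -0.0493 with the term for the 2 sets and -0.0505 with length removed. Replicates 1 and 2 alone gave -0.1154 for Ltc4s, -0.2866 for Lyz2, 0.2193 for Ccn1, 0.0774 for Clu, -0.0444 for Lyz1, 0.2148 for Lgr5, -0.5878 for Dclk1 and -0.1864 for Xbp1. Replicates 3 and 4 alone gave -0.0095 for Lfng, 0.1314 for Atoh1 and 0.0190 for Muc2.

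Same-numbered libraries of the groups correlated in their deviations from group means with 0.076, 0.067, 0.286 and 0.231, not all above the 0.1 set in advance, so the numbers were not taken to pair the libraries. The replicate block gave 2203 changed genes, 1946 of them among the 2136, and ended 3 named calls, among them those of Fut2 and Bst2. As a hint from the data, DT TG replicate 1 correlated best with WT replicate 2 (0.235), not with its own number. Depth limits genes near the floor, where a count of 0 allows up to 0.229 CPM.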

Other observations

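Lists in this part were written after the data were first seen, and the genes named from them were chosen after their values were seen. Of the tests, those of enterocytes carried into the sort and those taken per library were chosen only after the result was seen, and that of time without food used genes whose values had not been looked at.

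Of 20 genes of fatty acid oxidation not looked at before 11 rose and 0 fell, also 11 adjusted over the list alone, among them Eci2 (log2 0.97, SE 0.22, adjusted p = 0.0159), Acaa2 (log2 0.85, SE 0.20, adjusted p = 0.0184) and Hadh (log2 0.56, SE 0.13, adjusted p = 0.00943), which act in beta-oxidation. The camera adjusted p was 1.84e-04, and adjusted p = 0.183 with an estimated correlation. Of 13 further genes, listed after values of some were seen, 12 rose, such as Cpt1a, which admits fatty acids to mitochondria (log2 1.71, SE 0.22, adjusted p = 0.00181), and Creb3l3 (log2 3.92, SE 0.53, adjusted p = 7.51e-04). Of 15 sterol synthesis genes not looked at before 5 fell and 0 rose, and 9 fell adjusted over the list alone (camera adjusted p = 1.84e-04, adjusted p = 0.122 with an estimated correlation), with Sc5d at log2 -0.55 (SE 0.11, adjusted p = 0.00537) and Hsd17b7 at -0.69 (SE 0.16, adjusted p = 0.0121). Of 22 listed after values of some were seen 14 fell.

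Circadian clock genes, listed after values of some were seen, moved in parts. Of 15 tested 5 rose and 2 fell, and 7 rose and 2 fell adjusted over the list alone (camera adjusted p = 0.0227, adjusted p = 0.122 with an estimated correlation). Nr1d1 (log2 1.49, SE 0.21, adjusted p = 0.00132) and Nr1d2 (log2 0.98, SE 0.14, adjusted p = 0.00110), repressors of the clock, rose, and Cry1 (log2 -1.01, SE 0.13, adjusted p = 5.73e-04) and Nfil3 (log2 -1.09, SE 0.15, adjusted p = 7.51e-04) fell, while Bmal1 had log2 -0.06 (SE 0.14). Of 7 genes of the STAT3 response to microbes not looked at before, 5 fell and 0 rose, also 5 adjusted over the list alone (camera adjusted p = 6.66e-04, adjusted p = 0.122 with an estimated correlation). They included Stat3 (log2 -0.78, SE 0.13, adjusted p = 0.00205) and Pigr, the receptor that exports IgA (log2 -0.87, SE 0.16, adjusted p = 0.00304).

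The opposite moves of oxidation and sterol genes are the last pattern. Dilution by RNA of carried-over enterocytes would leave sterol genes level with other genes. The median of the 15 not looked at before differed from that of genes on neither sterol list by -0.431 in log2 (permutation of genes, p = 3e-04, list camera adjusted p = 0.122 with an estimated correlation). Taken per library it differed by -0.38 (SE 0.11, exact permutation p = 0.0286, the smallest this design allows). Dilution alone would not give this difference. The 15 genes share a pathway with genes already seen to fall in these libraries, however, so they add no independent evidence on carry-over. All 37, first used for this test although 22 were listed after values of some were seen, differed by -0.672. For the rise, the unseen oxidation genes gained 167.7 CPM, a difference of -17.15 CPM from the 184.9 CPM of the enterocyte list (SE 80.9), so carry-over cannot be told apart from a change in the sorted cells, under a rule whose error bound was added after the value was seen and which without it would have read the value as going with carry-over. A longer time without food in DT TG mice predicts both moves. The unseen medians differed by 0.757 (0.34 against -0.42, permutation of genes, p = 1e-04, which takes genes as independent). With an estimated correlation the lists had camera adjusted p = 0.183 and 0.122. Taken per library the medians differed by 0.73 (SE 0.17, exact permutation p = 0.0286). Both moves thus went as predicted. The unseen genes share pathways and libraries with the genes that gave the idea, however, so both moves were likely in them whatever the cause. The test cannot tell time without food from other causes, such as another time of sampling or a direct effect of the toxin. Neither of these was tested, and clock genes also differed between the groups, as given above.

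The alpha-defensin share of counts here was 27.7% in DT TG and 29.7% in WT. That is lower than the value quoted from the study above, which is in another unit and from an experiment it does not identify. The study reports a Defa total of that order over all its samples, this series among them. Its TPM values came from Salmon with an updated Defa annotation. In the counts used here Defa2, Defa20, Defa23, Defa32, Defa33 and Defa36 held at most 6 counts in any library. Defa43 held 24 to 69 counts and Defa3 4237 to 7077. The study reported expression of each of these genes in its typical experiment. How much each difference contributes was not tested.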
